# H2AK121ub in *Arabidopsis* associates with a less accessible chromatin state at transcriptional regulation hotspots

**DOI:** 10.1038/s41467-020-20614-1

**Published:** 2021-01-12

**Authors:** Xiaochang Yin, Francisco J. Romero-Campero, Pedro de Los Reyes, Peng Yan, Jing Yang, Guangmei Tian, XiaoZeng Yang, Xiaorong Mo, Shuangshuang Zhao, Myriam Calonje, Yue Zhou

**Keywords:** DNA methylation, Cell fate, Plant molecular biology

## Abstract

Although it is well established that the Polycomb Group (PcG) complexes maintain gene repression through the incorporation of H2AK121ub and H3K27me3, little is known about the effect of these modifications on chromatin accessibility, which is fundamental to understand PcG function. Here, by integrating chromatin accessibility, histone marks and expression analyses in different *Arabidopsis* PcG mutants, we show that PcG function regulates chromatin accessibility. We find that H2AK121ub is associated with a less accessible but still permissive chromatin at transcriptional regulation hotspots. Accessibility is further reduced by EMF1 acting in collaboration with PRC2 activity. Consequently, H2AK121ub/H3K27me3 marks are linked to inaccessible although responsive chromatin. In contrast, only-H3K27me3-marked chromatin is less responsive, indicating that H2AK121ub-marked hotspots are required for transcriptional responses. Nevertheless, despite the loss of PcG activities leads to increased chromatin accessibility, this is not necessarily accompanied by transcriptional activation, indicating that accessible chromatin is not always predictive of gene expression.

## Abstract (web summary)

Polycomb Group complexes maintain gene repression through the incorporation of H2AK121ub and H3K27me3. Here, the authors show that H2AK121ub marks less accessible but transcriptionally permissive chromatin, while H3K27me3 enforces a repressed transcriptionally less-permissive state.

## Introduction

PcG complexes maintain gene repression by incorporating histone modifications within chromatin^1–3^. While PcG repressive complex 1 (PRC1) has histone 2A E3 ubiquitin ligase activity^4–8^, PRC2 has histone 3 lysine 27 (H3K27) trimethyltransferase activity^9–12^. Nevertheless, despite the important role of these chromatin marks in regulating transcription in eukaryotes, their effect on chromatin is not yet clear. Several pieces of evidence suggested that animal PcG proteins mediate chromatin compaction^13–15^. However, a recent report proposed that although PcG occupied promoters exhibit reduced accessibility, this does not rely on PcG proteins. Instead, PRC1 plays a role in increasing nucleosome occupancy and decreasing nucleosomal spacing^16^.

In *Arabidopsis thaliana* (*Arabidopsis*), the composition of PcG complexes is still a matter of debate. While PRC2 core components are well conserved to their animal counterparts and the catalytic activity is mainly carried out by the EZ homologs CURLY LEAF (CLF) and SWINGER (SWN) during sporophyte development^3,17^, the identity of PRC1 is less clear. Despite the H2A monoubiquitination module is formed by the Polycomb Group ring finger (PCGF) and RING1 homologs BMI1 (A, B, or C) and RING1 (A or B)^2,18^, association of the plant-specific proteins EMBRYONIC FLOWER 1 (EMF1) and LIKE-HETEROCHROMATIN PROTEIN 1 (LHP1) to this complex has turned to be controversial. EMF1 was proposed to be a PRC1 component due to its ability to in vitro mediate chromatin compaction as *Drosophila melanogaster (Drosophila)* PRC1 component Posterior Sex Combs (Psc) does^19,20^. However, recent data showed that EMF1 co-purifies with PRC2 (refs. ^21–23^) and is required for H3K27me3 marking^19,24,25^. Likewise, LHP1 was proposed to perform similar function to *Drosophila* PRC1 component Polycomb (Pc)^26,27^; however, LHP1 also co-purifies with PRC2 (refs. ^21–23^) and is involved in maintenance/spreading of H3K27me3 (ref. ^21^) but dispensable for H2AK121ub marking^28^. Thus, these two proteins actually seem to be PRC2-associated component.

Interestingly, although H2AK121ub and H3K27me3 marks often co-localize at genes (H2AK121ub/H3K27me3-marked genes), H3K27me3-marked peaks are generally much longer than that of H2AK121ub^28^. Accordingly, H3K27me3 marks usually cover the complete gene region, whereas H2AK121ub marks are enriched at the region surrounding the transcriptional start site (TSS)^28^. In addition, there are also genes marked with only-H2AK121ub or H3K27me3 (ref. ^28^) (only-H2AK121ub and only-H3K27me3, respectively), indicating that these marks may play independent roles.

H3K27me3 marks in *Arabidopsis* have been linked to regions displaying locally reduced DNA accessibility^29^. According to this, the promoters of expressed genes display high chromatin accessibility and are depleted of H3K27me3 marks^30,31^. However, it is not clear whether H3K27me3 has a direct role in regulating chromatin accessibility. On the other hand, the role of PRC1-mediated H2AK121ub is far from clear. Although several data support a repressive role of this modification^6,8,28^, it has been proposed to be associated with gene responsiveness and its repressive function seems to require PRC2 recruitment^32^. In any case, nothing is known about a possible role of H2AK121ub in regulating chromatin accessibility in plants.

In this work, by integrating chromatin accessibility, histone marks, and expression analyses in different *Arabidopsis* PcG mutants, we show that H2AK121ub marks associate with a less accessible but permissive chromatin at transcriptional regulation hotspots, which are sites enriched for the binding of transcription factors (TFs). Chromatin accessibility can be further reduced by EMF1 and PRC2 activity. However, while H2AK121ub/H3K27me3-mediated inaccessible chromatin is still transcriptionally responsive, only-H3K27me3 marked chromatin is less responsive.

## Results

### H2AK121ub hallmarks hotspots for transcriptional regulation

To investigate a possible role of H3K27me3 and H2AK121ub in regulating chromatin accessibility, we first performed Assay for Transposase-Accessible Chromatin sequencing (ATAC-seq) in wild-type Col-0 (WT) and different PcG mutants at 10 days after germination (DAG). We selected *bmi1abc*, *clf28swn7,* and *emf1-2* severe mutants^8,19,33^ that cannot undergo the transition from embryonic to vegetative development after germination in the aerial part of the seedling. However, unlike *bmi1abc* and *clf28swn7*, which in addition have a stunted root displaying embryonic traits, *emf1-2* is able to develop a WT-like root (Supplementary Fig. 1). We in addition included *ring1ab* weak and *lhp1* mutants that are able to develop vegetative and floral organs in spite of several developmental alterations^34,35^ (Supplementary Fig. 1).

Principal component analysis (PCA) of ATAC-seq data revealed that WT, *ring1ab*, and *lhp1* clustered together, whereas *clf28swn7* and *emf1-2* on one side, and *bmi1abc* on the other, constituted two distant and distinct clusters, indicating differences between them (Fig. 1a). We next identified Tn5 hypersensitive sites (THSs) for each genotype as those genomic regions exhibiting a significant accumulation of signal from the corresponding ATAC-seq data in the two different replicates. We found that the number of THSs in WT was lower than that in the different mutants (11,351 in WT, 12,803 in *lhp1*, 13,829 in *ring1ab*, 13,472 in *emf1-2*, 17,162 in *clf28swn7*, and 17,420 in *bmi1abc*; Supplementary Fig. 2). In addition, most of WT THSs were also accessible regions in mutants, indicating that loss-of-function of these PcG proteins leads to emergence of new THSs (Supplementary Fig. 2). To compare the contribution of the different mutants in increasing chromatin accessibility, THSs from the different genotypes were merged together into a list of consensus THSs. The list consisted in highly confident consensus THSs exhibiting an accessibility signal greater than 3 CPM with a *q*-value <0.05 in at least one of the genotypes (17,372; Supplementary Data 1). Average accessibility signal at consensus THSs was much higher in severe mutants than in *ring1ab* and *lhp1*, in which the signal was similar to WT (Fig. 1b). Consensus THSs were mostly localized within the 1 kb region upstream of the TSS (Fig. 1c). Accordingly, we found an accessibility signal peak at the region prior to the TSS in all genotypes (Fig. 1d). We then analyzed the average accessibility signal at WT THSs in the different genotypes (Fig. 1e). Interestingly, the embryonic mutants *bmi1abc*, *clf28swn7*, and *emf1-2* showed higher accessibility signals at this subset of THSs than the genotypes that develop vegetative tissues, as is the case of WT, *ring1ab*, and *lhp1* mutants. This is consistent with the fact that undifferentiated embryonic cells tend to have a more accessible chromatin state than differentiated cells^36–38^.

**Fig. 1:**
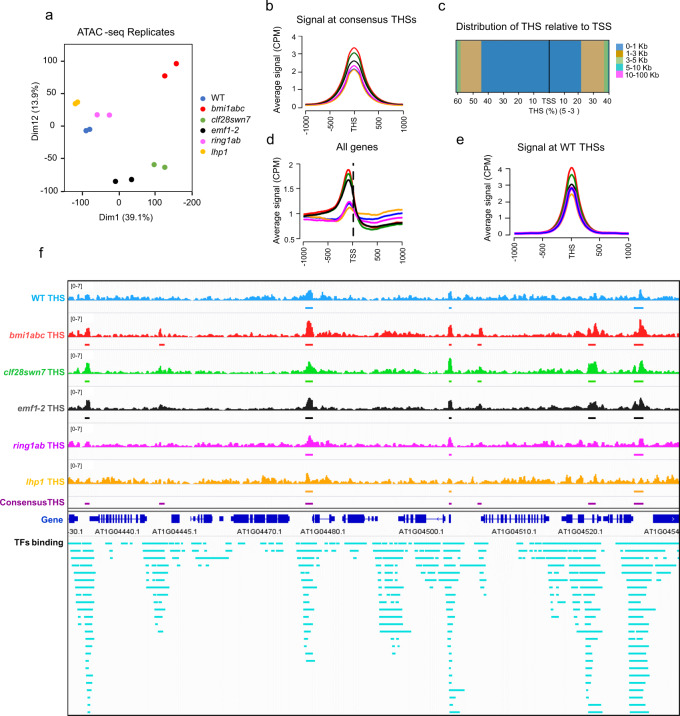
Consensus THSs co-localize with transcriptional regulation hotspots. **a** PCA analysis of WT, *bmi1abc*, *clf28swn7*, *emf1-2*, *lhp1*, and *ring1ab* ATAC-seq replicates at 10 DAG. **b** Average signal levels at the center of consensus THSs in WT, *bmi1abc*, *clf28swn7*, *emf1-2*, *lhp1*, and *ring1ab* mutants. **c** Distribution of consensus THSs relative to TSS. The percentage of THSs found in different intervals is indicated in different colors. **d** Average accessibility profile of coding genes at the region surrounding the TSS in WT and mutants. **e** Average signal levels at the center of WT THSs in WT, *bmi1abc*, *clf28swn7*, *emf1-2*, *lhp1*, and *ring1ab* mutants. **f** Screenshot showing distribution of genotype-specific THSs, consensus THSs, and TFs binding sites (see also Supplementary Data 2). Each genotype is indicated in different color (WT in blue, *bmi1abc* in red, *clf28swn7* in green, *emf1-2* in black, *ring1ab* in pink, and *lhp1* in orange). Consensus THSs are indicated in magenta. Gene regions are indicated in dark blue and the binding sites of TFs in greenish blue.

We found that consensus THSs co-localized with regions highly enriched in transcription factor (TF)-binding sites (enrichment = 7.5, *p* value <10^−4^; Fig. 1f) as determined by genome-wide identification of the binding sites of 100 TFs (Supplementary Data 2), supporting that THSs indicate the presence of transcriptional regulation hotspots^30,36,39^. According to this, a high number of transcriptional regulation hotspots that were inaccessible in WT became accessible in one or more mutants (Fig. 1f).

Nevertheless, the emergence of new THSs in mutants could be the result of a direct or indirect consequence of loss of PcG regulation. Therefore, we compared the genome-wide distribution of H2AK121ub and H3K27me3 marks in WT to that of consensus THSs, genotype-specific THSs, and TFs binding sites (Fig. 2a). We found that consensus THSs tend to associate with PcG-marked regions (Fig. 2a and Supplementary Fig. 3). Intriguingly, around 80% of consensus THSs showed an H2AK121ub peak in its vicinity (≤2 kb distance from THS) (Fig. 2a, b); furthermore, 50% of consensus THSs overlapped or had an H2AK121ub peak at less than 100 bp away (Fig. 2b). In contrast, this was not so evident for H3K27me3, as only around 40% of consensus THSs showed an H3K27me3 peak within the next 2 kb (Fig. 2b) and 96% of these regions co-localized with H2AK121ub (Fig. 2c). All together, these results strongly suggest that the loss of PcG function plays a role in increasing accessibility at transcriptional regulation hotspots; moreover, that H2AK121 monoubiquitination hallmarks these hotspots.

**Fig. 2:**
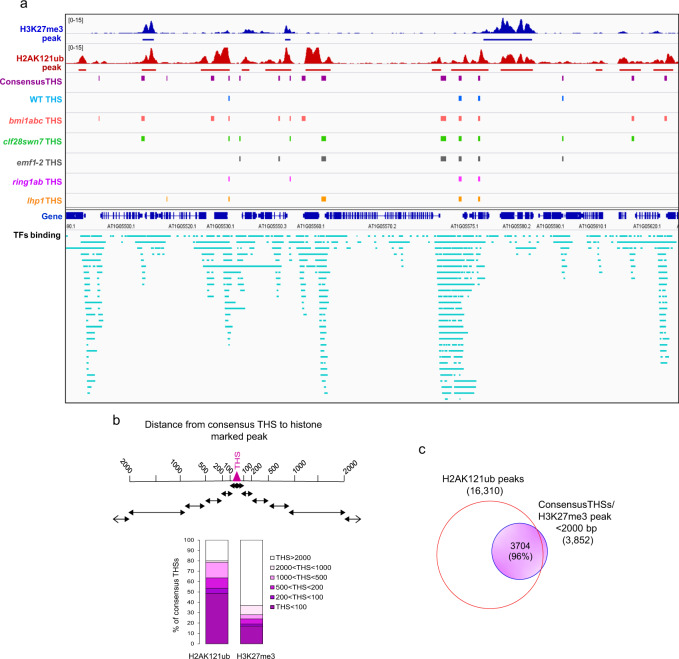
H2AK121 monoubiquitination hallmarks hotspots for transcriptional regulation. **a** Screenshots showing distribution of H3K27me3 and H2AK121ub peaks in WT, consensus THSs, genotype-specific THSs, and TFs binding sites. H3K27me3 and H2AK121ub peaks are indicated in blue and red, respectively. Consensus THSs, genotype-specific THSs, gene regions, and TFs binding sites color code is as in Fig. 1f. **b** Percentage of consensus THSs showing an H2AK121ub or H3K27me3 region at different non-overlapping distance intervals as indicated. **c** Venn diagram showing the overlap between consensus THSs having an H3K27me3 peak within the next 2 kb and H2AK121ub peaks.

### H2AK121ub and H3K27me3 are differentially affected in PcG mutants

To investigate the role of H3K27me3 and H2AK121ub marks in regulating chromatin accessibility, we next analyzed the signal levels of these modifications at H2AK121ub/H3K27me3, only-H3K27me3, and only-H2AK121ub marked genes in the different mutants (Fig. 3a–d). For this, we used previously published ChIP-seq data for some of the mutants and WT^28^, and generated new datasets for the remaining mutants together with a new WT dataset (see “Methods” section). We redefined H2AK121ub/H3K27me3, only-H3K27me3, and only-H2AK121ub marked genes as those genes displaying the corresponding modification/s in one of the two WT datasets, resulting in similar gene lists than the ones previously published^28^ (see “Methods” section).

**Fig. 3:**
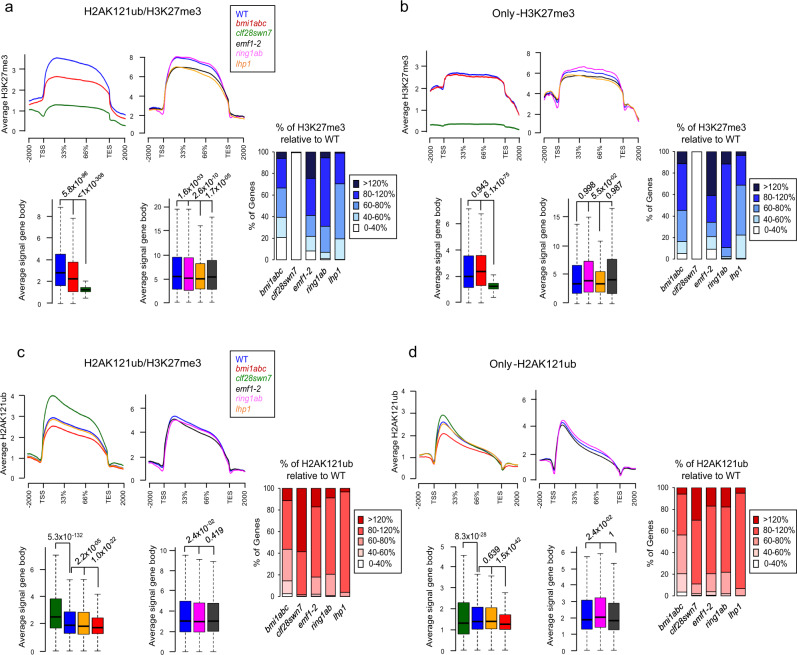
H2AK121ub and H3K27me3 levels in mutant and WT seedlings. **a** Metagene plots of H3K27me3 coverage at H2AK121ub/H3K27me3-marked genes in the different mutants. Left panel shows results using previously published data^28^ and right panel using data generated in this work (see “Methods”). Bar plots indicate the percentage of genes displaying different levels of H3K27me3 marks relative to WT in each mutant. Box plots below metagene plots show average signal at gene body in the different genotypes. The median (middle line), upper and lower quartiles (boxes), and minimum and maximum values (whiskers) are indicated. *P* values of differences between WT and mutants according to one-sided Mann–Whitney–Wilcoxon test are also indicated. **b** Same as in **a** but for only-H3K27me3-marked genes. Box plots below metagene plots show average signal at gene body in the different genotypes. The median (middle line), upper and lower quartiles (boxes), and minimum and maximum values (whiskers) are indicated. *P* values of differences between WT and mutants according to one-sided Mann–Whitney–Wilcoxon test are indicated. **c** Metagene plots of H2AK121ub coverage at H2AK121ub/H3K27me3-marked genes in the different mutants. Left panel results using previously published data^28^ and right panel using data generated in this work (see “Methods”). Bar plots indicate the percentage of genes displaying different levels of H2AK121ub marks relative to WT in each mutant. Box plots below metagene plots show average signal at gene body in the different genotypes. The median (middle line), upper and lower quartiles (boxes), and minimum and maximum values (whiskers) are indicated. *P* values of differences between WT and mutants according to one-sided Mann–Whitney–Wilcoxon test are indicated. **d** Same as in **c** but for only-H2AK121ub-marked genes. Box plots below metagene plots show average signal at gene body in the different genotypes. The median (middle line), upper and lower quartiles (boxes), and minimum and maximum values (whiskers) are indicated. *P* values of differences between WT and mutants according to one-sided Mann–Whitney–Wilcoxon test are indicated. In all cases (**a**–**d**), data were generated from *n* = 2 biological independent ChIP-seq samples. The list of only-H2AK121ub, H2AK121ub/H3K27me3, and only-H3K27me3 marked genes are provided as a Source Data file.

Average H3K27me3 levels at H2AK121ub/H3K27me3-marked genes were almost undetectable in *clf28swn7* and significantly decreased in *bmi1abc* compared to WT as previously described^28^ (Fig. 3a), which is consistent with a requirement of PRC1 activity for H3K27me3 marking. Accordingly, ChIP-reChIP experiments using anti-H3K27me3 and anti-H2AK121ub antibodies verified that these marks co-localize at some nucleosomes of H2AK121ub/H3K27me3-marked genes (Supplementary Fig. 4). We also found reduced levels of H3K27me3 in *lhp1* and *emf1-2* at these genes, although the differences with respect to WT were less significant than in *bmi1abc*. Conversely, *ring1ab* weak mutant showed WT-like levels (Fig. 3a). Nevertheless, analyzing the levels of H3K27me3 at individual genes in *ring1ab*, we found specific genes displaying less than 60% of WT levels (Fig. 3a and Supplementary Fig. 5), which is consistent with previous results^40^. The low percentage of genes showing strongly reduced levels of H3K27me3 in *ring1ab* (around 7%) is most probably due to the presence of RING1 activity in this knockdown mutant. All together, these data indicate that all these proteins are required for appropriate H3K27me3 marking at H2AK121ub/H3K27me3 genes. On the contrary, average global H3K27me3 levels at only-H3K27me3 genes were significantly affected in *clf28swn7* and *lhp1* but not in strong *bmi1abc*, weak *ring1ab*, and unexpectedly *emf1-2* (Fig. 3b).

Interestingly, despite we found decreased levels of H3K27me3 at many genes in *emf1-2*, which supports that EMF1 plays an important role in H3K27me3 deposition^19,24,25^, we also found a high percentage of both H2AK121ub/H3K27me3 and only-H3K27me3 genes with increased levels of H3K27me3 in *emf1-2* compared to WT (Fig. 3a, b and Supplementary Fig. 6). Phenotypic analysis of the different mutants indicated that unlike BMI1 and CLF/SWN, EMF1 might not be decisive for the incorporation of H3K27me3 marks in root tissue as *emf1-2* can develop a WT-like root (Supplementary Fig. 1). Since we used whole seedlings for ChIP-seq analyses, the fact that *emf1-2* displays a stunted shoot development but a WT-like root implies a higher proportion of root cells in *emf1-2* samples compared to WT, which develops shoot and root tissues. Therefore, the apparently increased levels of H3K27me3 at some genes in *emf1-2* might be a consequence of the different ratio of root cells between *emf1-2* and WT samples, which lead to increased average H3K27me3 levels in *emf1-2* at root repressed genes. Supporting this, Gene Ontology (GO) analysis of genes with increased H3K27me3 levels in *emf1-2* showed an enrichment in processes involved in photosynthesis and response to light, corresponding to genes marked with H3K27me3 in both WT and *emf1-2* roots (Supplementary Fig. 6).

Regarding H2AK121ub marks, average H2AK121ub signal levels at H2AK121ub/H3K27me3 and only-H2AK121ub marked genes were significantly reduced in *bmi1abc*, increased in *clf28swn7*, and unaltered in *lhp1*, as previously reported^28^ (Fig. 3c, d). The fact that *clf28swn7* displayed increased H2AK121ub levels at both H2AK121ub/H3K27me3 and only-H2AK121ub marked genes (Fig. 3c, d) suggests an indirect consequence, since this effect was observed at only-H2AK121ub genes that are not CLF or SWN targets^41^. On the other hand, except for a few genes, we did not find significantly altered levels of H2AK121ub in *ring1ab* and *emf1-2* (Fig. 3c, d), which is consistent with a reduced but not eliminated RING1 activity and a low impact of EMF1 in H2AK121ub marking, respectively. All together, these data show that the levels of H2AK121ub are differentially affected in all these PcG mutants.

### H2AK121ub and EMF1 reduce chromatin accessibility at PcG targets

Since we observed a generalized increase in chromatin accessibility in severe mutants associated with the embryonic phenotype, we investigated whether the loss of PcG marks actually plays a role in regulating chromatin accessibility. For this, we analyzed the accessibility profile around the TSS of only-H2AK121ub, H2AK121ub/H3K27me3 and only-H3K27me3 marked genes dividing the genes in groups according to their levels of H2AK121ub or H3K27me3 in the different mutants compared to WT (Fig. 4 and Supplementary Data 3). We first focused on only-H2AK121ub-marked genes (Fig. 4a). We found that decreasing levels of H2AK121ub led to a significant progressive increase in accessibility (Fig. 4a) whereas increasing levels led to reduced accessibility, supporting the association of H2AK121ub marks with a less accessible chromatin. However, we also found that expression levels of only-H2AK121ub-marked genes in WT, although not as high as in active genes lacking PcG marks (non-PcG targets), were higher than in H2AK121ub/H3K27me3, and only-H3K27me3-marked genes (Supplementary Fig. 7). Thus, as gene expression has been correlated with accessible chromatin^30,42^, these results suggest that H2AK121ub marks at only-H2AK121ub-marked genes associate with a less accessible although still permissive chromatin. 

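RNA-seq was carried out on whole seedlings of WT (Col-0), clf28swn7, emf1-2 and ring1ab at 10 days after germination, with 3 biological replicates per genotype and 12 libraries in all. The clf28swn7 mutant lacks the PRC2 methyltransferases CLF and SWN, emf1-2 is a mutant of the plant-specific protein EMF1, which the paper places with PRC2, and ring1ab carries mutations in the PRC1 proteins RING1A and RING1B. The methods name a total RNA library kit, whereas the sample labels give polyadenylated RNA, so the 2 descriptions of the RNA that entered the libraries differ. The authors mapped the paired-end reads to TAIR10 with HISAT2, estimated expression with StringTie and ballgown, and deposited 1 FPKM value (fragments per kilobase of exon, scaled to the mapped reads of the library) per library for each of 33602 genes. Read counts were not used here. FPKM columns summed to between 625465 and 681757, and no scaling between libraries was stated.

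The depth of each library was estimated from the FPKM of 8472 genes with 1 transcript and 1 exon, whose lowest values gather at what 1 fragment is worth. By this estimate WT libraries held between 18500000 and 20300000 mapped fragments (median 18900000), emf1-2 libraries between 19000000 and 20300000 (median 19800000), ring1ab libraries between 19000000 and 21700000 (median 19300000), and clf28swn7 libraries between 14000000 and 15000000 (median 14400000). The paper states approximately 20000000 paired-end reads per replicate. The FPKM values rest on the mapped fragments. The genes with an FPKM of at least 1 numbered between 19066 and 19308 in WT, 19603 and 19781 in clf28swn7, 19255 and 19368 in emf1-2, and 20049 and 20226 in ring1ab.

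FPKM values were taken to log2(FPKM + 1) and tested with limma, with all 4 genotypes in one fit and each mutant set against WT, for the 21227 genes with an FPKM of at least 1 in at least 3 libraries. A gene was called higher or lower with a log2 fold change of at least 1 in size and an unadjusted p under 0.05, the thresholds of the paper's methods. On the log2(FPKM + 1) scale the change of a gene with a low FPKM is understated, and the FPKM minimum and the pseudocount of 1 decide how many low genes can be called. The paper's gene groups were taken from its source data, which were read here only in part. The 1998 only-H2AK121ub genes read cover chromosome 1 from AT1G01010 to AT1G54820, the 1998 H2AK121ub/H3K27me3 genes read reach AT2G34700, and the 1393 only-H3K27me3 genes are the whole group.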

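Expression in WT was compared between the gene groups over the stretch of chromosome 1 from AT1G01010 to AT1G54820. Genes of this stretch in none of the groups with a mean WT FPKM of at least 1 were taken as active non-PcG genes. The 1261 active non-PcG genes had a median FPKM of 14.7 (quartiles 6.67 and 30.9), and the 1998 only-H2AK121ub genes had a median of 7.34 (quartiles 1.38 and 19.9). The median was 0.29 (quartiles 0 and 3.53) for the 849 H2AK121ub/H3K27me3 genes and 0 (quartiles 0 and 0.192) for the 234 only-H3K27me3 genes. Across the 3 WT libraries the group median had an SD of 0.46 FPKM for active non-PcG genes, 0.382 for only-H2AK121ub genes and 0.0113 for H2AK121ub/H3K27me3 genes, so the order of these 3 groups exceeded the spread between replicates. An FPKM of at least 1 was reached by 78.1% of only-H2AK121ub genes, 38.8% of H2AK121ub/H3K27me3 genes and 15.8% of only-H3K27me3 genes, and 62.4% of only-H3K27me3 genes were listed at 0 in all 3 WT libraries.

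On the log2(FPKM + 1) scale the median of only-H2AK121ub genes lay 3.05 above that of only-H3K27me3 genes, with differences between 2.97 and 3.09 in the single libraries (two-sided permutation test of ranks across genes, p = 1e-05, the smallest p that 100000 resamples can give). Genes are not independent replicates, and 4 such group comparisons were made, all with this p. A pseudocount of 0.1 widened the difference to 6.21, and the alternative that weakened it most kept only genes with a mean WT FPKM of at least 1 in every group, where 1560 only-H2AK121ub genes and 37 only-H3K27me3 genes were left and the difference was 0.59 (permutation p = 0.0945).

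**Figure D1:**
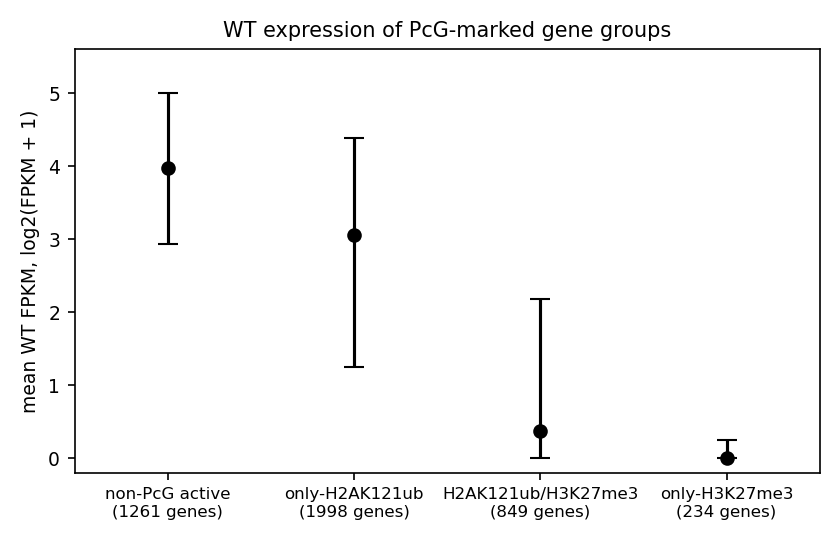
Mean WT expression on the log2(FPKM + 1) scale (vertical axis) of the gene groups on chromosome 1 from AT1G01010 to AT1G54820 (horizontal axis). Points are medians across genes and bars run from the lower to the upper quartile; the medians fall from 14.7 FPKM in active non-PcG genes to 0 in only-H3K27me3 genes.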

Then, we analyzed H2AK121ub/H3K27me3-marked genes, which are generally repressed^28^. Since the incorporation of H3K27me3 at these genes is dependent on H2AK121ub^28^, their lower expression levels (Supplementary Fig. 7) suggests a role of H3K27me3 marks in further decreasing accessibility. Accordingly, we found that reduced levels of H2AK121ub in *bmi1abc* induced a significant loss of H3K27me3 and an increase in accessibility (Fig. 4b). 

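In the 3 WT libraries, the median log2(FPKM + 1) of the 849 H2AK121ub/H3K27me3 genes on chromosome 1 from AT1G01010 to AT1G54820 lay 2.69 below that of the 1998 only-H2AK121ub genes of the same stretch, and in the single libraries the gap ranged from 2.63 to 2.74 (two-sided permutation test of ranks across genes, p = 1e-05, the smallest possible here). Of the H2AK121ub/H3K27me3 genes, 242 (28.5%) were listed at 0 in all WT libraries, against 164 (8.21%) of the only-H2AK121ub genes. Restricted to genes with a mean WT FPKM of at least 1, which left 329 H2AK121ub/H3K27me3 genes and 1560 only-H2AK121ub genes, the gap was 1.03. H2AK121ub/H3K27me3 genes lay above only-H3K27me3 genes by 0.36, between 0.34 and 0.36 in the single libraries. This smaller difference was -0.44 among genes with a mean WT FPKM of at least 1 (permutation p = 0.524), so its direction depends on the genes with an FPKM near 0.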

Surprisingly, in *clf28swn7*, in which H3K27me3 is fully eliminated and H2AK121ub increases at many genes, accessibility was not increased as much as in *bmi1abc*, suggesting that either H2AK121ub and/or some other factor is preventing a gain of chromatin accessibility in this mutant. Importantly, although the levels of H2AK121ub were unaltered at H2AK121ub/H3K27me3-marked genes in *emf1-2*, genes with reduced levels of H3K27me3 in this mutant showed higher accessibility than in *clf28swn7*, indicating that EMF1, acting downstream H2AK121ub, contributes in reducing chromatin accessibility. Increased chromatin accessibility in *emf1-2* was also observed at only-H3K27me3-marked genes, which are not regulated by *bmi1abc* (Fig. 4c), supporting that EMF1 plays a role of in establishing an inaccessible chromatin.

**Fig. 4:**
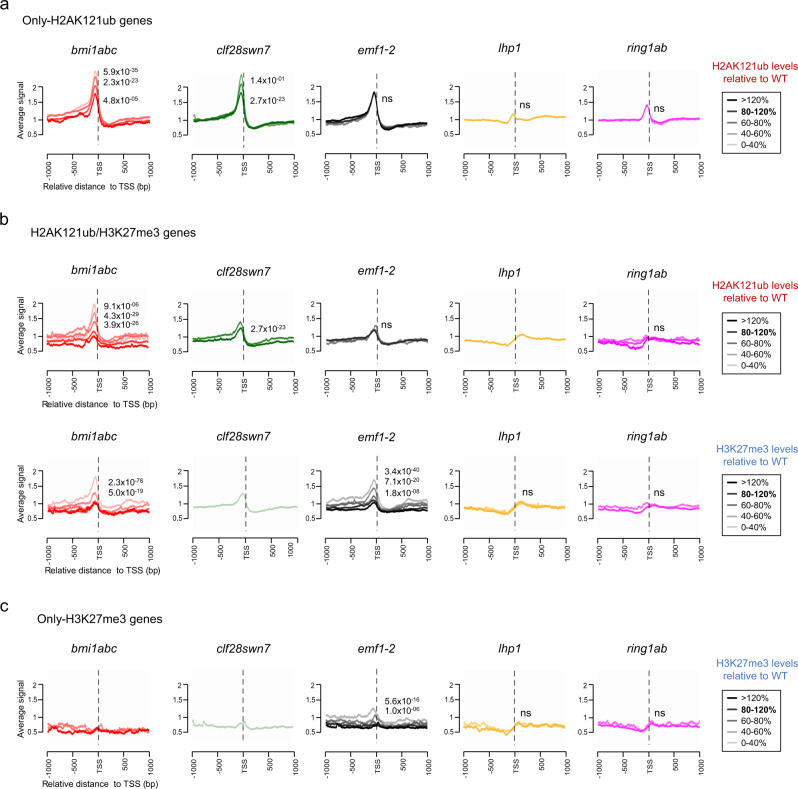
PRC1-mediated H2AK121ub and EMF1 in collaboration with PRC2 activity are required to reduce chromatin accessibility. **a** Accessibility profiles around the TSS of only-H2AK121ub-marked genes in the different mutants. Genes were classified into different groups depending on their levels of H2AK121ub marks relative to WT. The prolife of the different groups is indicated in a color increasing palette form lowest to highest H2AK121ub levels. **b** Accessibility profiles around the TSS of H2AK121ub/H3K27me3-marked genes in the different mutants, grouping the genes according to their levels of H2AK121ub marks (upper panels) or H3K27me3 (bottom panels) relative to WT. The prolife of the different gene groups is indicated in a color increasing palette form lowest to highest relative H2AK121ub or H3K27me3 levels. **c** Accessibility profiles around the TSS of only-H3K27me3-marked genes in the different mutants, grouping the genes according to their levels of H3K27me3 marks relative to WT. The prolife of the different gene groups is indicated in a color increasing palette form lowest to highest relative H3K27me3 levels. Gene groups with a very small number of genes were excluded as they produced noisy profiles (see Supplementary Data 3). In all cases (**a**–**c**), *p* values of significant differences between the profile of genes with WT-like levels (80–120%) and those of genes with different levels are indicated according to one-sided Mann–Whitney–Wilcoxon test.

We noted that the accessibility peak at only-H3K27me3-marked genes in *emf1-2* was smaller than that at H2AK121ub/H3K27me3 genes (Fig. 4b, c), suggesting that chromatin accessibility at only-H3K27me3 genes is less susceptible to a decrease in the levels of H3K27me3. On the other hand, although H3K27me3 levels were affected in *lhp1* and *ring1ab*, we did not find significant accessibility changes at any of the gene subsets.

### Accessibility increases in mutants independently of transcription

Gene expression has been correlated with increased chromatin accessibility^31,37,42^. 

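Expression in the 3 WT libraries was set against the consensus transposase hypersensitive sites (THSs) of Supplementary Data 1, of which the 1998 sites read here cover chromosome 1 up to AT1G30730. Of 3333 genes in this stretch, 883 had a THS annotated to their promoter and called in WT. Their median WT FPKM was 12.7, against 3.12 for the 2450 genes without one. On the log2(FPKM + 1) scale the medians differed by 1.74, with values from 1.70 to 1.76 (SD 0.0343) in the single libraries (two-sided permutation test of ranks across genes, p = 1e-05, the smallest that 100000 resamples allow). Genes with an FPKM above 0 were divided into quartiles of mean WT FPKM. A promoter THS was present at 15.6% of the genes in quartile 1 (95% Wilson interval 13.1 to 18.5), 24.8% in quartile 2 (21.7 to 28.1), 33.0% in quartile 3 (29.7 to 36.6) and 44.3% in quartile 4 (40.7 to 48.0), and at 10.7% of the 524 genes listed at 0. Among genes with a mean WT FPKM of at least 1, the choice that moved the difference most, it was 0.69 with the same p. The site list gives presence or absence of a THS, and its read coverage was not analysed here.

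**Figure D2:**
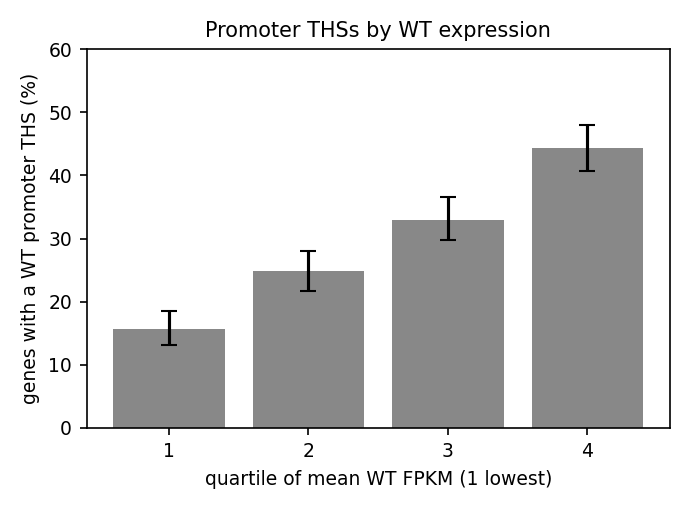
Share of genes with a promoter THS called in WT (vertical axis, percent) in each quartile of mean WT FPKM (horizontal axis, quartile 1 lowest), for genes of chromosome 1 up to AT1G30730 with an FPKM above 0. Error bars are 95% Wilson intervals; the share rises from 15.6% to 44.3%.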

In line with this, we found that in WT the genes displaying the highest expression levels were the ones with highest chromatin accessibility (Supplementary Fig. 8). Hence, as loss of PcG function causes upregulation of a considerable number of PcG target and non-target genes^26,28,33,40,43^ (Supplementary Fig. 9a), PCA analysis of the transcriptome in the different mutants (Supplementary Fig. 9b) showed a similar clustering to the one observed with ATAC-seq data (Fig. 1a). However, it is also known that many PcG target genes do not become upregulated in PcG mutants despite losing PcG marks^26,28,33,40,43^. Therefore, we wondered whether the increased chromatin accessibility found at PcG targets in *bmi1abc*, *clf28swn7*, and *emf1-2* was a consequence of transcriptional upregulation of target genes or if it was caused by the loss of PcG function independently of the transcriptional state. 

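The targeted genes were measured first in each genotype. CLF (AT2G23380, chromosome 2 from 9955092 to 9960386 in TAIR10.1) had an FPKM of 0.301 ± 0.183 (SD, n = 3) in clf28swn7 and 8.91 ± 0.819 (SD, n = 3) in WT, and SWN (AT4G02020, chromosome 4 from 886580 to 891987) had 3.59 ± 0.224 and 16.4 ± 1.01. RING1B (AT1G03770, chromosome 1 from 944572 to 947682) had 0.554 ± 0.265 in ring1ab and 7.07 ± 0.923 in WT. The other targeted transcripts were not lower. RING1A (AT5G44280, chromosome 5 from 17835810 to 17839303) had an FPKM of 188 ± 10.6 in the libraries labelled ring1ab and 4.75 ± 0.784 in WT, and EMF1 (AT5G11530, chromosome 5 from 3695792 to 3701549) had 50.2 ± 6.25 in the libraries labelled emf1-2 and 8.05 ± 0.736 in WT. FPKM over a whole gene does not tell an intact transcript from one that carries a mutation, and the EMF1 transcript level therefore gives no check of the emf1-2 label. The annotations of RING1A and its neighbour AT5G44270 overlap at their ends, and strand use in the counting was not stated.

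In clf28swn7, 3196 genes were higher and 2612 lower than in WT, out of 21227 tested. In the libraries labelled emf1-2, 2909 genes were higher and 2634 lower, and in those labelled ring1ab 1520 were higher and 219 lower. With a Benjamini-Hochberg adjusted p in place of the unadjusted p, limma called 3194, 2901 and 1502 genes higher. The alternative that moved the counts most was a pseudocount of 0.1, with 3943, 3749 and 2247 genes higher and 3223, 3255 and 397 lower. For emf1-2 the balance of higher and lower genes depended on scaling between libraries, and median-of-ratios scaling centres the fold changes by design. Without scaling, 52.5% of the called genes were higher and the median log2 fold change of all tested genes was 0.19; with median-of-ratios scaling, 2277 genes were higher and 3151 lower (42.0% higher), and the median was 0.02. Of the genes higher in clf28swn7, 1796 (56.2%) were also higher in emf1-2, where 438 would be shared by chance. In ring1ab, 908 of them were also higher, where 229 would be shared by chance. These chance counts take the lists as independent, but every mutant was set against the same 3 WT libraries. A deviation in those libraries can raise the overlap, which the chance counts do not allow for. A total of 576 genes were higher in all 3 mutants and 139 were lower in all 3.

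Among called genes whose mutant libraries all lay on one side of all WT libraries, the 3 largest changes in each direction were as follows (log2 fold change in brackets). In clf28swn7, AT1G68250 rose most, with a log2 fold change of 12.27 (standard error 0.616, limma adjusted p = 1.5e-08), followed by CRU3 (12.11) and CRA1 (11.95). The lowest were LHB1B1 (-10.91, from 3335 ± 169 FPKM in WT to 0.758 ± 0.37), CA2 (-8.36) and AT3G16670 (-7.71), which was listed at 0 in all 3 clf28swn7 libraries. In the libraries labelled emf1-2, LTP4 (10.27), AT4G12870 (8.61) and AP3 (8.14) rose most, and LHB1B1 (-7.75), GASA6 (-7.00) and AT3G16670 (-6.59) fell most. In those labelled ring1ab, CRU3 (11.02), CRA1 (10.87) and SESA3 (10.76) rose most, and AT5G01712 (-4.57), QQS (-4.03) and AT1G43590 (-3.83) fell most. CRU3, CRA1 and SESA3 belong to families whose similar members could share reads.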

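In the principal component analysis of the 12 RNA-seq libraries, with genes scaled to unit variance, component 1 held 48.0% and component 2 24.4% of the variance. Libraries of a genotype lay together, the 3 WT libraries at a mean distance of 7.57 ± 2.86 (SD, n = 3) from their own mean. On these components clf28swn7 libraries lay 248 ± 4.74 (SD, n = 3) from the WT mean, emf1-2 libraries 236 ± 7.27 and ring1ab libraries 76.5 ± 7.64. Both severe mutants therefore stood on the far side of component 1 from WT, with ring1ab at 30.8% of the distance between clf28swn7 and WT. The emf1-2 libraries did not fall together with clf28swn7: they lay 193 ± 8.8 (SD, n = 3) from the clf28swn7 mean, apart from it along component 2. The bmi1abc and lhp1 mutants were not among these libraries, so the components are not those of a comparison that includes them. With the 500 genes of highest variance alone, the choice that moved these distances most, ring1ab lay at 43.8% and emf1-2 at 79.4% of the distance between clf28swn7 and WT, and the distance of emf1-2 from clf28swn7 fell from 77.8% to 55.2% of it. Correlations across genes of log2(FPKM + 1) were 0.976 or higher within every genotype and lay between 0.904 and 0.927 for ring1ab with WT, 0.881 and 0.896 for emf1-2 with clf28swn7, 0.782 and 0.812 for emf1-2 with WT, and 0.734 and 0.757 for clf28swn7 with WT, so by correlation emf1-2 lay closer to clf28swn7 than to WT.

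**Figure D3:**
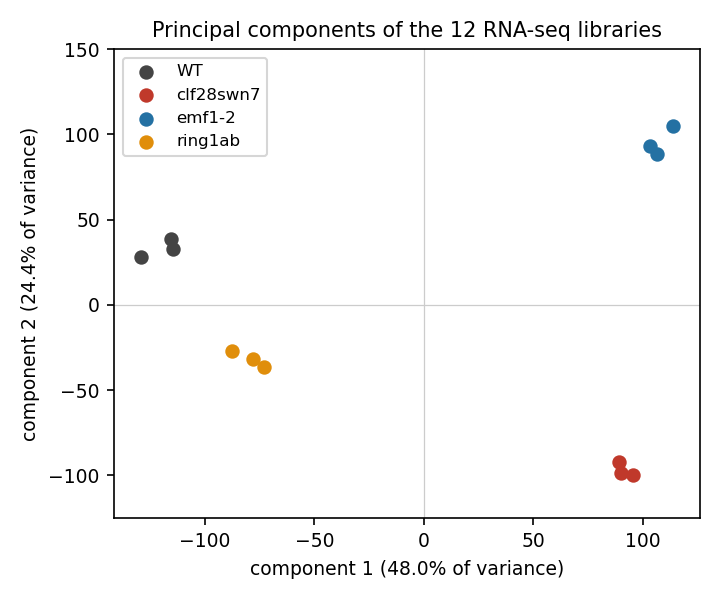
The 12 RNA-seq libraries on component 1 (horizontal axis, 48.0% of variance) and component 2 (vertical axis, 24.4% of variance) of log2(FPKM + 1) of 21227 genes scaled to unit variance. Each point is a library, coloured by genotype; clf28swn7 and emf1-2 lie to the right, at opposite ends of component 2, and ring1ab lies closer to WT than to either.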

To investigate this, we integrated accessibility, histone mark levels, and gene expression data in the different mutants. Since accessibility changes at only-H2AK121ub, H2AK121ub/H3K27me3, or only-H3K27me3 marked genes in mutants were evident at genes displaying less than 60% of WT H2AK121ub and/or H3K27me3 levels (Fig. 4), we analyzed whether or not the expression of the genes with less than 60% of WT marks (cutoff log2FC ≤ −0.74) was altered in *bmi1abc*, *clf28swn7*, and *emf1-2* (Fig. 5). Scatter plots in mutants representing accessibility versus histone mark levels confirmed that reduced levels of H2AK121ub and/or H3K27me3 led to increased chromatin accessibility (Fig. 5a–c and Supplementary Fig. 10). 

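Expression was classified for the H2AK121ub/H3K27me3 genes in the mutants with RNA-seq libraries analysed here. Supplementary Data 3 places nearly all of these genes below the 60% mark level in clf28swn7. The mark levels and accessibility of single genes in emf1-2 were not used here, so the shares below cover all 1998 genes of the group that were read. In clf28swn7, 391 of them (19.6%, 95% Wilson interval 17.9 to 21.4) were higher than in WT, 179 (8.96%) were lower and 1428 (71.5%) were unaltered. In the libraries labelled emf1-2, 293 (14.7%, interval 13.2 to 16.3) were higher, 243 (12.2%) lower and 1462 (73.2%) unaltered. A large part of the unaltered genes was not tested, since 908 of the 1998 genes did not reach an FPKM of 1 in 3 of the 12 libraries. A gene that rose to this FPKM in all 3 libraries of a mutant would have been tested, so these genes stayed low in the mutants too. Without a filter on low values, 19.7% of the 1998 genes were higher in clf28swn7 and 14.9% in emf1-2. Among the 1090 genes that reached the FPKM minimum, 35.9% were higher and 47.7% unaltered in clf28swn7, and 26.9% were higher and 50.8% unaltered in emf1-2. This choice moved the higher shares most. Selection on a mean WT FPKM of at least 1, made after the data were seen, left 773 genes. Of these, 23.2% were lower in clf28swn7 and 49.7% unaltered in emf1-2, further from the shares of all 1998 genes. For comparison within chromosome 1 up to AT1G54820, 161 of 849 H2AK121ub/H3K27me3 genes (19.0%) were higher in clf28swn7, against 80 of the 2478 genes in none of the gene groups (3.23%; two-sided Fisher's exact test, p = 7.1e-45).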

Interestingly, despite a high percentage of these genes were upregulated in mutants, we found a similar or even higher percentage of genes displaying unaltered expression levels. 

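Of the 1393 only-H3K27me3 genes, 88 (6.32%, 95% Wilson interval 5.16 to 7.72) were higher than WT in clf28swn7, 61 (4.38%) were lower and 1244 (89.3%) were unaltered. In the libraries labelled emf1-2, 91 (6.53%, interval 5.35 to 7.95) were higher, 93 (6.68%) lower and 1209 (86.8%) unaltered. The unaltered share exceeded that of the H2AK121ub/H3K27me3 genes by 17.8 percentage points in clf28swn7 (two-sided Fisher's exact test, p = 4.93e-38) and by 13.6 in emf1-2 (p = 2.58e-22), and the higher share fell short of it by 13.3 percentage points (p = 5.97e-30) and 8.13 (p = 4.14e-14).

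Many genes of this group had low expression: 1050 of the 1393 genes (75.4%) did not reach an FPKM of 1 in 3 libraries, and they made up 84.4% of the unaltered genes in clf28swn7 and 86.8% of those in emf1-2. Across the WT and clf28swn7 libraries 672 genes were listed at 0 throughout. Among the 343 genes that reached this FPKM, 25.7% were higher, 17.8% lower and 56.6% unaltered in clf28swn7, and 26.5% were higher, 27.1% lower and 46.4% unaltered in emf1-2. Set against the H2AK121ub/H3K27me3 genes that reached it, the higher share differed by 10.2 percentage points in clf28swn7 (Fisher's exact test, p = 0.000492) and by 0.35 in emf1-2 (p = 0.944). A gene that rose only in a mutant could reach this FPKM because it rose, which raises the higher share most in the group with the lowest expression. Selected on WT alone, by a mean WT FPKM of at least 1 (a choice made after the data were seen), 773 H2AK121ub/H3K27me3 genes and 229 only-H3K27me3 genes were left, and the higher share differed by 11.7 percentage points in clf28swn7 (Fisher's exact test, p = 0.000116) and by 7.53 in emf1-2 (p = 0.00706). The excess of unaltered genes also depended on the selection. Among genes that reached an FPKM of 1 in 3 libraries, the unaltered share of only-H3K27me3 genes minus that of H2AK121ub/H3K27me3 genes was 8.85 percentage points in clf28swn7 (Fisher's exact test, p = 0.00441) and reversed to -4.47 in emf1-2 (p = 0.155). With the selection on WT it was 8.18 percentage points in clf28swn7 (exact p = 0.0343) and -1.64 in emf1-2 (exact p = 0.707). Whether the differences between the gene groups were larger in clf28swn7 than in emf1-2 was not tested.

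**Figure D4:**
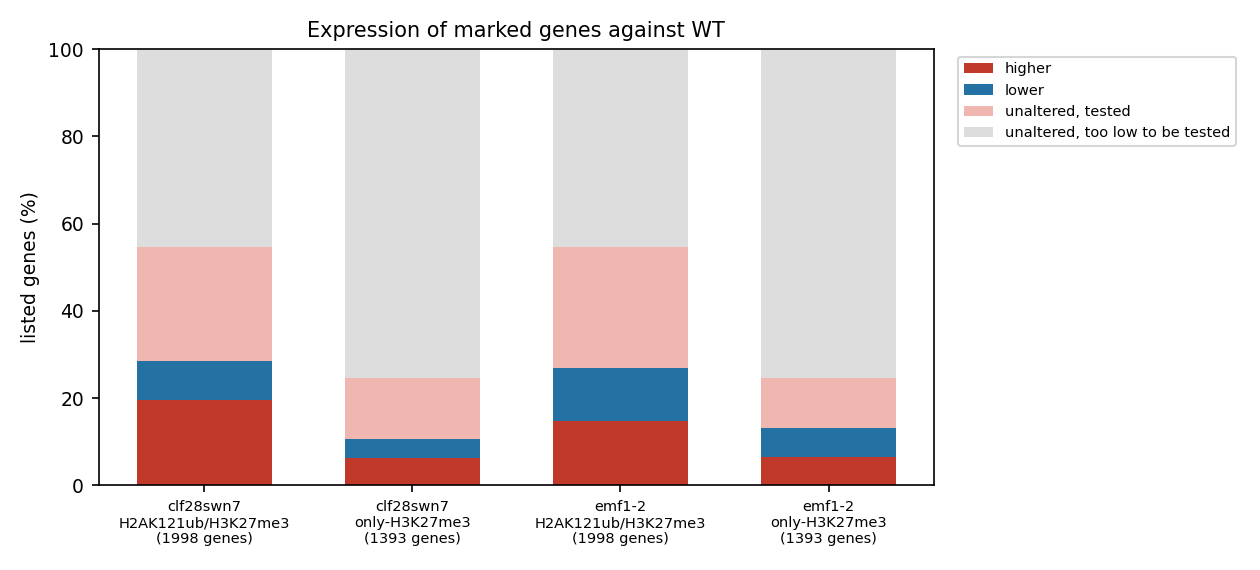
Share of H2AK121ub/H3K27me3 and only-H3K27me3 genes (vertical axis, percent of the genes read) called higher, lower or unaltered against WT in clf28swn7 and emf1-2. Grey marks genes below an FPKM of 1 in all but 2 or fewer libraries, which count as unaltered; they are 75.4% of only-H3K27me3 genes.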

Remarkably, the percentage of genes with unaltered expression levels was particularly high in the subset of only-H3K27me3-marked genes (Fig. 5a–c). All together, these results indicate that the increased chromatin accessibility found at PcG targets is not caused by gene expression.

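Expression was also read at genes that gained a promoter THS call. These were genes of chromosome 1 up to AT1G30730 with a promoter THS called in the mutant and none called in WT. A difference in calls is not a tested gain in accessibility, and the accessibility signal was not compared here. For ring1ab, the paper reports an average signal like that of WT at consensus THSs. It also reports no significant change in accessibility at the marked gene groups in ring1ab. In clf28swn7, 453 genes gained a promoter THS. Of these, 92 (20.3%, 95% Wilson interval 16.9 to 24.3) were higher than in WT, 27 (5.96%) lower and 334 (73.7%) unaltered. Of the 1997 genes with a promoter THS in neither genotype, 158 (7.91%) were higher (two-sided Fisher's exact test, p = 4.43e-13). In the libraries labelled emf1-2, 60 of 333 genes that gained a THS (18.0%, interval 14.3 to 22.5) were higher and 253 (76.0%) unaltered, against 170 of 2117 (8.03%) higher among genes without (exact p = 8.83e-08). In those labelled ring1ab, 36 of 251 (14.3%, interval 10.5 to 19.2) were higher, 0 lower and 215 (85.7%) unaltered, against 94 of 2199 (4.28%) higher among genes without (exact p = 6.17e-09). The choice that moved the share most in clf28swn7 was the pseudocount of 0.1, with 24.1% higher. Among the genes that gained a THS in clf28swn7 and reached an FPKM of 1 in 3 libraries, 23.5% were higher and 69.6% unaltered. Of the genes past this filter with a promoter THS in neither genotype, 12.0% were higher (Fisher's exact test, p = 5.85e-08). With the same filter the higher shares were 20.3% against 12.0% in emf1-2 (exact p = 0.000332) and 16.2% against 6.33% in ring1ab (exact p = 3.92e-06). Among genes that gained a THS the shares differed between the marked groups. Of the H2AK121ub/H3K27me3 genes, 34 of 87 (39.1%) were higher and 56.3% unaltered in clf28swn7, 17 of 53 (32.1%) higher and 60.4% unaltered in emf1-2, and 18 of 47 (38.3%) higher and 61.7% unaltered in ring1ab. Of the only-H2AK121ub genes, 19.4%, 18.0% and 11.8% were higher, close to the shares of all genes that gained a THS. The only-H3K27me3 genes were few, with 2 of 11 higher in clf28swn7, 5 of 8 in emf1-2 and 1 of 1 in ring1ab. From plots of accessibility against mark levels, in which reduced marks went with increased accessibility, and from the shares of these genes with altered and unaltered expression (Fig. 5), the paper reasons that the gain in accessibility at PcG targets is not caused by gene expression.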

**Fig. 5:**
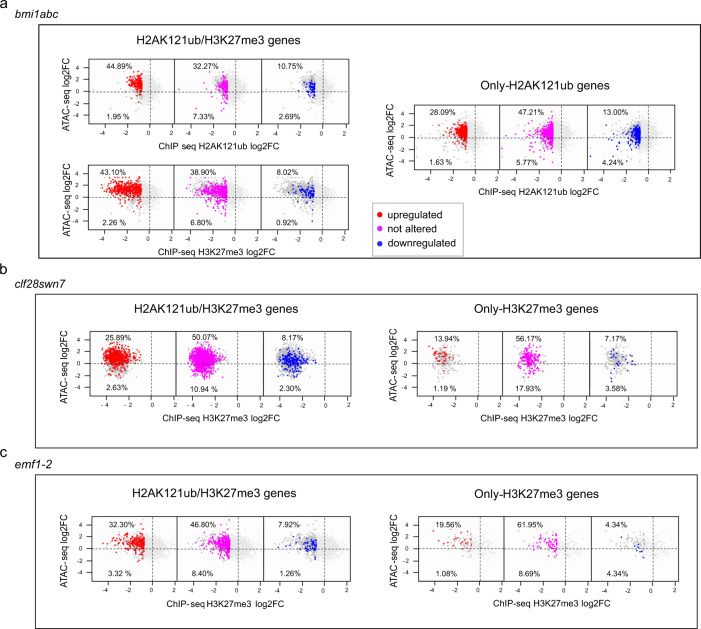
Increased chromatin accessibility in PcG mutants is not necessarily accompanied by gene expression. **a** Scatter plots showing the relationship between THS accessibility and marks levels (H2K121ub or H3K27me3) at H2AK121ub/H3K27me3 (left) and only-H2K121ub marked genes (right) in *bmi1abc* mutant. **b** Scatter plots showing the relationship between THS accessibility and H3K27me3 levels at H2AK121ub/H3K27me3 (left) and only-H3K27me3 marked genes (right) in *clf28swn7* mutant. **c** Scatter plots showing the relationship between THS accessibility and H3K27me3 levels at H2AK121ub/H3K27me3 (left) and only-H3K27me3 marked genes (right) in *emf1-2* mutant. In each panel, top numbers indicate the percentage of genes displaying altered or unaltered expression levels within the subset of genes showing less than 60% of WT H2K121ub or H3K27me3 (cutoff log2FC ≤ −0.74) and increased accessibility compared to WT. While bottom numbers indicate the same for the genes with less than 60% of WT H2K121ub or H3K27me3 and decreased accessibility compared to WT. The sum of top and bottom numbers from each panel represent 100% of the genes with less than 60% of WT H2K121ub or H3K27me3 and altered accessibility compared to WT. Upregulated expression is indicated in red, not altered expression in pink, and downregulated expression in blue. Source data are provided as a Source Data file.

## Discussion

PcG complexes play central roles in eukaryotic gene regulation. However, despite these complexes have been proposed to define a closed chromatin conformation^44^, little is known about their role in regulating chromatin accessibility, especially in plants. Instead, PcG function has been extensively correlated to gene repression^44^.

While the association of PRC2 marking and gene repression is widely accepted in plants, PRC1-mediated H2AK121ub has been recently proposed to be associated with gene responsiveness^32^. Despite PRC1 activity is required to recruit PRC2 for H3K27me3 marking at many genes, there are also genes only marked with H2AK121ub or H3K27me3 (refs. ^28,32^). Interestingly, average expression levels of only-H2AK121ub genes are higher than H2AK121ub/H3K27me3 or only-H3K27me3 (ref. ^28^), which may argue against a repressive role of this modification. In line with this, a recent report proposed that H2AK121ub at H2AK121ub/H3K27me3-marked genes does not play a repressive role by itself, as despite it allows recruitment of PRC2, and thus gene repression, the removal of H2AK121ub at these genes seems to prevent gene reactivation by interfering with active H3K27me3 demethylation^32^. However, we found that the expression levels of only-H2AK121ub-marked genes were significantly lower than non-PcG active genes, supporting that this modification may play a role in modulating gene expression.

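In the 3 WT libraries, the median log2(FPKM + 1) of the 1261 active non-PcG genes on chromosome 1 from AT1G01010 to AT1G54820 was 0.91 above that of the 1998 only-H2AK121ub genes, with differences between 0.91 and 0.96 in the single libraries (SD 0.0264; two-sided permutation test of ranks across genes, p = 1e-05, the smallest p that 100000 resamples can give). The size of this difference depends on the threshold for active genes, and its direction was kept at each threshold tried. With a mean WT FPKM of at least 0.1 in place of 1, the difference was 0.68. With the threshold of 1 applied to the only-H2AK121ub genes as well, it was 0.36, and the median FPKM of the only-H2AK121ub genes was then 11.2 (permutation p = 1e-05 in both cases). Active genes are selected by their expression. All 2478 unmarked genes of the stretch, active or not and 37.7% of them listed at 0, had a median FPKM of 1.33, and the difference was then -1.84. The paper's text does not name the threshold behind its active genes.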

Nevertheless, although it is true that inaccessible chromatin is refractory to gene expression, chromatin accessibility by itself does not impose a transcriptional state^45^. Therefore, to understand PcG function it is fundamental to determine whether PRC1, PRC2, or their respective hallmarks play a role in regulating chromatin accessibility. Our data revealed that indeed PcG activities regulate chromatin accessibility. We found that reduced levels of H2AK121ub led to increased chromatin accessibility, whereas increased levels of this modification caused the opposite effect, supporting a role of this modification in regulating chromatin accessibility. It might be argued that the BMI1 proteins rather than H2AK121ub marks are the ones responsible for this effect. However, this role is supported by the fact that accessibility changes associated with the levels of H2AK121ub are observed in *clf28swn7*. 

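BMI1A (AT2G30580, named DRIP2 in the annotation) lies on chromosome 2 of TAIR10.1 from 13025911 to 13030661 on the plus strand and has 8 exons. The annotation used here does not pair BMI1B and BMI1C with a gene. Exactly 2 genes have BMI1A as their best protein match in it, DRIP1 (AT1G06770, chromosome 1 from 2078880 to 2082097) and AT3G23060 (chromosome 3 from 8200636 to 8203335), and both were measured beside BMI1A. BMI1A had an FPKM of 8.79 ± 0.759 (SD, n = 3) in clf28swn7 and 6.39 ± 0.716 (SD, n = 3) in WT, a log2 fold change of 0.41 (standard error 0.0861, adjusted p = 0.00133 over all genes and 0.00196 over these 3 genes, both from limma with Benjamini-Hochberg adjustment). Each clf28swn7 library was above each WT library, and the change stayed under the log2 fold change of 1 that the paper's methods set. With each library left out in turn it ranged from 0.35 to 0.48. DRIP1 had 5.14 ± 0.589 FPKM in clf28swn7 and 4.95 ± 0.438 in WT, a log2 fold change of 0.044 (standard error 0.104, limma adjusted p = 0.718 over all genes and 0.678 over the 3), and its sign changed with median-of-ratios scaling (-0.013). AT3G23060 had 0.347 ± 0.226 FPKM in clf28swn7 and 0.129 ± 0.124 in WT, a log2 fold change of 0.25 (standard error 0.179, limma adjusted p = 0.236 over all genes and 0.292 over the 3). With each library left out in turn the change of AT3G23060 ranged from 0.13 to 0.37. With a pseudocount of 0.1 it was 0.95, so for this low gene the size of the change depends on the pseudocount.

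**Figure D5:**
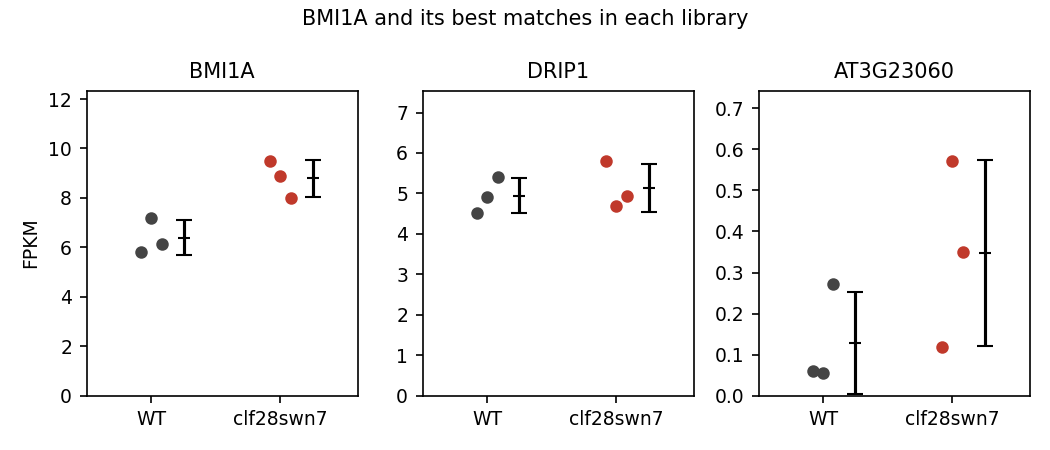
FPKM (vertical axis) of BMI1A, DRIP1 and AT3G23060 in WT and clf28swn7 (horizontal axis). Points are the 3 libraries of each genotype and bars give the mean and SD; BMI1A lies between 7.99 and 9.50 FPKM in clf28swn7, above all WT libraries, and DRIP1 overlaps between the genotypes.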

In this mutant, the expression of *BMI1s* is not altered and the recruitment of the BMI1s should not be affected, as PRC1 recruitment is independent of PRC2. In any case, our data cannot rule out the possibility of a direct implication of BMI1 proteins in regulating chromatin accessibility instead of H2AK121ub.

We also found that H2AK121ub associates with transcriptional regulation hotspots, which are sites enriched for the binding of a wide variety of TFs, and thus, required for transcriptional responses. Hence, we propose that H2AK121ub marks help to create a less accessible although still permissive chromatin at these regulatory hotspots (Fig. 6). This is consistent with the proposed hypothesis that H2AK121ub could provide a standby mode between activation and repression^32^.

**Fig. 6:**
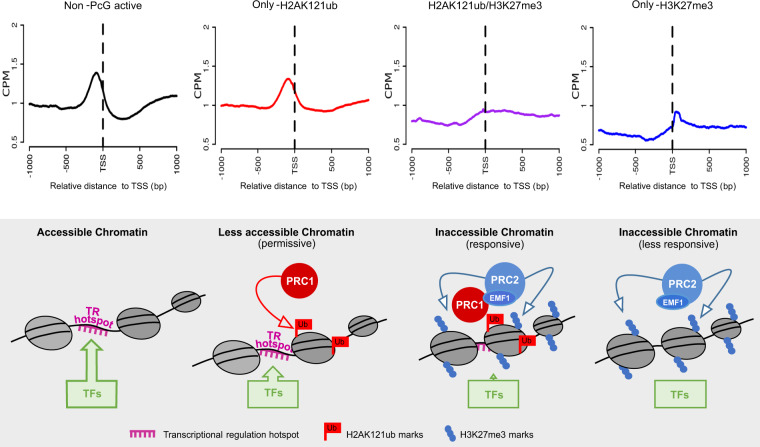
H2AK121ub, H3K27me3, and the combination of both marks define distinct chromatin accessibility states. Accessibility profiles around the TSS of non-PcG-marked active genes, only-H2AK121ub, H2AK121ub/H3K27m3, and only-H3K27me3 marked genes in WT (upper panels). Model proposed for the role of H2AK121ub and/or H3K27me3 marks in defining different chromatin states that control transcriptional responses to different degrees (bottom panels).

In addition, our results indicate that chromatin accessibility can be further reduced by EMF1. This plant-specific protein has been shown to associate with PRC2 and to be required for H3K27me3 marking^19,21–25^. Accordingly, loss of EMF1 function affected H3K27me3 levels but not H2AK121ub. However, *emf1-2* ChIP-seq results showed that not all H3K27me3-marked genes display reduced levels. Furthermore, *emf1-2* phenotype suggests that EMF1 is dispensable for H3K27me3 marking at root tissue. Interestingly, a recent phylogenetic analysis of EMF1 showed that ancestral EMF1 gene duplicated twice resulting in three orthologous groups that, next to EMF1, contain three novel outparalogs^46^. This finding rises the possibility that these paralogs display EMF1-like functions in different tissues or in the regulation of different subsets of genes.

In any case, we found that the H3K27me3-marked genes that lose H3K27me3 in *emf1-2* displayed higher chromatin accessibility than *clf28swn7*, indicating that EMF1 acting upstream H3K27me3 marking plays an important role in regulating chromatin accessibility. Interestingly, EMF1 has the ability to in vitro mediate chromatin compaction^20^. Local and/or higher order chromatin compaction affects chromatin accessibility^45^. Furthermore, local chromatin compaction has been shown to precede the establishment of H3K27me3 in mouse embryonic stem cells^47^, which supports the connection between EMF1 and PRC2 activity. EMF1 ability to in vitro compact chromatin is shared with *Drosophila* PRC1 component Psc^20^, which combines BMI1 and EMF1 functions in a single polypeptide^48^, and with vertebrate Cbx2 (ref. ^13^), which is one of the Pc homologs^49^, indicating that, unlike in animals, EMF1 function in plants is associated to PRC2.

Based on our results, we also propose that chromatin at H2AK121ub/H3K27me3-marked genes associates with inaccessible but responsive chromatin, most likely due to the presence of H2AK121ub-marked transcriptional regulation hotspots, which may be important to allow gene reprogramming (Fig. 6). Conversely, only-H3K27me3-marked genes, which are generally not linked with these hotspots, are less responsive (Fig. 6), suggesting that the lack of H2AK121ub-marked transcriptional hotspots may prevent the ectopic expression of these genes.

In vertebrate, a recent report showed that despite PcG target promoters exhibit reduced chromatin accessibility, removal of PRC1, but not PRC2, causes reduced nucleosome occupancy and increase nucleosome spacing without affecting chromatin accessibility^16^. We found this result surprising, as one would have predicted that these effects would yield at least locally increased chromatin accessibility. In any case, under our experimental conditions and integrating chromatin accessibility, histone marks levels, and expression data in different PcG mutants, we were able to show that the loss of PcG activities in *Arabidopsis* leads to increased chromatin accessibility at PcG targets. Furthermore, our findings indicate that this increased chromatin accessibility is not caused by gene expression, which explains the lack of transcriptional activation of many PcG target genes that lose PcG marks in mutant plants^26,28,33,40,43^.

## Methods

### Plant materials and growth conditions

*Arabidopsis thaliana* WT Col-0, *bmi1abc*^8^, *clf28swn7* (ref. ^33^), *emf1-2* (ref. ^50^), *lhp1* (ref. ^51^), and *ring1ab*^34^ mutants were grown under long-day condition (16 h of light/8 h of dark) at 22 °C on MS agar plates containing 1% sucrose and 0.7% agar.

### ATAC-seq and data analysis

Nuclei isolation of ATAC-seq experiments were performed as previously described following the sucrose sedimentation protocol^52^. Briefly, nuclei from 10-day-old whole seedlings were separated from other cellular debris by passing the nuclei suspension through a sucrose cushion during centrifugation. After centrifugation, the contaminating organelles and debris are visible at the top of the tube and nuclei at the bottom. Next, 30,000 nuclei were counted and resuspended in 50 μL transposition reaction mix using the TruePrepTM DNA Library Prep Kit V2 for Illumina® (Vazyme, TD501). Reactions were incubated for 30 min at 37 °C before isolation DNA using the VAHTSTM DNA Clean Beads (Vazyme, N411). Two independent biological replicates were processed for next-generation sequencing library preparation. Libraries were prepared by PCR amplification using two index (i5 and i7) Illumina barcodes (Vazyme, TD202) with 13 cycles. Libraries were purified with a VAHTSTM DNA Clean Beads. ATAC libraries were sequenced on Illumina Hiseq-Xten PE150 by generating 2 × 150-bp paired-end reads.

We obtained around 45 million paired-end reads for each independent biological replicates of the different genotypes. Quality trimming and adapters removal were performed using Trimmomatic^53^. The organelle genomes were excluded from the TAIR10 *Arabidopsis* reference genome before reads were mapped using bowtie. PCR duplicates were discarded from the mapped reads using Picard (Picard Toolkit, 2019, Broad Institute, GitHub Repository. http://broadinstitute.github.io/picard/; Broad Institute). Regions with an artifactual massive amount of unique mapped reads were identified. Specifically, 91 regions were collected into a list of blacklisted genomic regions (Supplementary Data 4). In order to prevent interference with subsequent analysis steps, reads mapped to the blacklisted genomic regions were eliminated using samtools. Next, THSs were identified by performing a peak calling analysis using MACS2 with parameters–nomodel–shift -100–extsize 200 -q 0.05. For each genotype, genotype-specific THSs were determined by intersecting the THSs found on each individual replicate using bedtools. A final set of consensus THSs was generated by merging the THSs identified in each genotype. Using different deepTools functions we generated bigwig files storing the genome-wide accessibility signal measured as CPM for the different genotype replicates. Average accessibility profiles for the different genotypes were generated using the bioconductor R package ChIPpeakAnno. An accessibility signal matrix was generated where rows represented THSs and columns genotype replicates. For each THS, its average accessibility signal was computed for each sample. Rows corresponding to THSs exhibiting a maximum signal level below the 5% lower percentile of the signal distribution, approximately 3 CPM were filtered out in order to reduce noise in our analysis. After log2 transformation of the filtered matrix, the bioconductor R package limma was used to identify significantly reduced or increased accessibility levels in the different mutants when compared to WT-like levels (80–120% levels). The statistical significance of differences in accessibility around TSS were assessed using the non-parametric Mann–Whitney–Wilcoxon test implemented in the Wilcox.test function in R. Regression analysis was performed using the *lm* (linear model) function in R. The overall significance of the regression analysis was carried out using the *F*-test.

The bioconductor R package ChipseekeR^54^ was used to study the location of THS around the TSS. The percentages of consensus THSs located nearby histone marks were determined using different functions from deepTools.

Transcription factor-binding sites (TFBS) have been determined in this study by reanalyzing in a uniform manner 100 independent ChIP-seq datasets previously published covering most TF families in *Arabidopsis thaliana* (see Supplementary Data 2). The TFBS enrichment at the THS was estimated using Monte Carlo simulations. First, we computed the median number of TFBS overlapping with our consensus THSs using deepTools. Then, we generated 10^4^ sets of random genomic regions using a custom R script. These random sets were composed of as many genomic regions as consensus THSs. Moreover, the random regions have the same length as our THSs. For each one of the randomly generated sets we computed the median number of TFBS overlapping with the corresponding random genomic regions. By comparing these random values to the actual number of TFBS in our consensus THSs we estimated the corresponding *p* value and enrichment.

### ChIP-seq and data analysis

H2AK121ub and H3K27me3 ChIP-seq data of *bmi1abc*, *clf28swn7*, and WT at 7 DAG, and H2AK121ub data of *lhp1* at 7 DAG were previously generated^28^. H2AK121ub and H3K27me3 ChIP-seq data of WT, *ring1ab*, *emf1-2*, and H3K27me3 data of *lhp1* at 10 DAG were generated for this work.

ChIP-seq experiments were performed as previously described^55^. In brief, whole seedlings were fixed in 1% formaldehyde. Chromatin was extracted from fixed tissue and fragmented using a Bioruptor® Pico (Diagenode) in fragments of 200–500 bp. The sheared chromatin was immunoprecipitated overnight using the following antibodies: Anti-H2Aub (Cell Signaling Technology, 8240S, dilution 1:100) and anti-H3K27me3 (Millipore, 07-449, dilution 1:300). Immunocomplexes were captures using Protein A Sepharose beads CL-4B (GE Healthcare). After washing the Protein-A beads, chromatin was eluted and the crosslinking was reversed overnight at 65 °C. The DNA from the immunoprecipitated chromatin was treated with RNase and proteinase K and purified by phenol–chloroform extraction followed by ethanol precipitation. For ChIP-seq, two immunoprecipitations from independent biological replicates were processed for next-generation sequencing library preparation. All libraries were prepared with end repair, A-tailing and ligation of Illumina-compatible adapters using the Ovation® Ultralow Library Systems (NuGEN). The ligated product was amplified with 14 cycles of PCR. DNA of a size range between 200 and 600 bp was purified from an agarose gel. Amplification was confirmed by testing an aliquot of the library before and after amplification by qPCR. Libraries were sequenced on Illumina Hiseq-Xten PE150 by generating 2 ×  150-bp paired-end reads.

Each sample for the different genotypes generated approximately 12 million paired-end reads. Bowtie^56^ was used to map reads to the TAIR10 *Arabidopsis* reference genome. The tool boxes for the analysis of high-throughput sequencing data deepTools^57^ and samtools^58^ were used to generate bigwig files storing H3K27me3 and H2AK121ub genome-wide signal levels measured as CPM (counts per million). Specifically, the function bamCoverage was used to compute normalized signal levels using the parameter –normalizeUsing CPM. Mark peaks were detected using MACS2 (ref. ^59^) with default parameters for each individual replicate of the WT genotype. Specifically, the function bamCoverage was used to compute normalized signal levels using the parameter –normalizeUsing CPM. Mark peaks were detected using MACS2 (ref. ^59^) with default parameters for each individual replicate of the WT genotype. A specific input for each of the two datasets was considered, namely an input for the previously published data corresponding to 7 DAG and another specific input for the data generated in this study from 10 DAG seedlings. The final set of mark peaks were defined as the intersection of the ones detected for each replicate and the combination obtained from the 7 DAG and 10 DAG WT data using bedtools^60^. Target genes were associated to mark peaks using the bioconductor R package ChIPpeakAnno^61^ when an overlap was detected with either the gene body or promoter defined as the region 750 bp upstream from the TSS. A matrix was constructed were rows represented marked genes and columns the different genotype samples. For each marked gene a signal level in each one of the genotype samples under study was computed as the average signal across the corresponding histone mark peak. In order to remove noisy peaks, we filtered out genes with signals below 3 CPM, approximately corresponding to the 5% lower percentile of the signal distribution. After log2 transformation of the filtered matrix the bioconductor R package limma^62^ was used to identify significantly reduced or increased histone mark signal levels in the different mutants when compared to the WT.

Metagene plots were generated with a custom R script available from our github repository (10.5281/zenodo.4304639)^69^. The statistical significance of differences in metagene plots were assessed using the non-parametric Mann–Whitney–Wilcoxon test implemented in the Wilcox.test funcion in R. Similarly, the identification of binding sites for the TFs under analysis was performed using bowtie for read mapping and macs2 for peak calling.

### ChIP-reChIP-qPCR analysis

ChIP-reChIP experiments were performed as previously described^63^. In brief, 10-day-old WT seedlings were fixed in 1% formaldehyde. Chromatin was extracted from fixed tissue and fragmented using a Bioruptor® Pico (Diagenode) in fragments of 500–1000 bp. ChIP was first performed with anti-H3K27me3 (Millipore, 07-449, dilution 1:300). Immunocomplexes were captures using Protein A Sepharose beads CL-4B (GE Healthcare). After washing the Protein-A beads, one fraction was processed as in a conventional ChIP assay in order to revert the crosslinking and purify the DNA, and another fraction was used to elute the immunoprecipitated protein–DNA complexes in Re-ChIP elution buffer (2 mM EDTA, 500 mM NaCl, 0.1% SDS, 1% NP40) by incubation for 30 min at 37 °C. The eluate was diluted 20 times with ChIP dilution buffer supplemented with 50 μg of BSA and protease inhibitor. Then, the second ChIP was performed with anti-H2Aub (Cell Signaling Technology, 8240S, dilution 1:100). Immunocomplexes were captures using Protein A Sepharose beads CL-4B (GE Healthcare). After washing the Protein-A beads, chromatin was eluted, de-crosslinked, and the DNA was extracted. The DNA obtained in the two sequential ChIPs were used as PCR template to amplify *PLT5*, *SOC1*, and *AG* using specific primers (Supplementary Table 1).

### RNA-seq and data analysis

WT at 7 DAG RNA-seq data of *bmi1abc* have been previously published^28^. RNA-seq data of WT and the remaining mutants at 10 DAG were generated for this work.

Total RNA was extracted using E.Z.N.A.^®^ Plant RNA Kit (Omega, R6827-01) from 10-day-old whole seedlings following the manufacturer´s instructions. Three independent biological replicates were processed for next-generation sequencing library preparation. Libraries were prepared using 1 μg of total RNA with the VAHTSTM Total RNA-seq (H/M/R) Library Prep Kit for Illumina® (Vazyme, NR603) according to the manufacturer’s instructions. Libraries were sequenced on Illumina Hiseq-Xten PE150 by generating 2 × 150-bp paired-end reads.

Each independent biological replicate of the different genotypes generated approximately 20 million paired-end reads. Quality control was performed using FASTQC. Read mapping to the TAIR10 *Arabidopsis* reference genome was carried out using HISAT2 (ref. ^64^). Transcript assembly and gene expression estimation measured as FPKM (fragments per kilobase of exon and million of mapped reads) were computed using Stringtie^65^ and the bioconductor R package ballgown^66^. Differential gene expression analysis was performed using the bioconductor R package limma^62^. Specifically, a log2 fold-change of ±1 and a *p* value of 0.05 was used to determine activated, repressed, and unaltered genes. GO enrichment analysis was performed over the different gene sets of interest using the bioconductor R package clusterProfiler^67^. PCA was carried out using the R package FactoMineR v2.3 (ref. ^68^).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

## Data Availability

Data supporting the findings of this work are available within the paper and its Supplementary Information files. A reporting summary for this article is available as a Supplementary Information file. The datasets and plant materials generated and analyzed during the current study are available from the corresponding author upon request. ATAC-seq, ChIP-seq, and RNA-seq datasets generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession GSE155378. Previously generated ChIP-seq and RNA-seq data are under accession GSE89358.  Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: H2AK121ub in Arabidopsis associates with a less accessible chromatin state at transcriptional regulation hotspots
**Source:** Nat Commun. 2021 Jan 12;12:315. doi: 10.1038/s41467-020-20614-1
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

Supplementary Data 1.

Localization of THSs in the different genotypes.

Supplementary Data 2.

List of Transcription factors (TFs) used to localize their binding sites. Data accession numbers and references are included.

Supplementary Data 3.

Gene groups in each genotype used for accessibility profiles.

Supplementary Data 4.

Blacklisted regions.

How the deposited data were processed for this re-analysis (not part of the article)

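RNA-seq libraries of WT, clf28swn7, emf1-2 and ring1ab seedlings at 10 days after germination were analysed, with 3 replicates per genotype. The authors mapped reads to TAIR10 with HISAT2 and deposited FPKM values from StringTie and ballgown, which give fragments per kilobase of exon, scaled to the mapped reads, for each gene and library. The versions of these tools, the strand setting and any filter were not stated in the text, the replicates were not pooled, and a gene listed at an FPKM of exactly 0 was read only as listed at 0. The deposited table holds 33602 genes, of which 32835 were found in the TAIR10.1 gene table that gave names, gene types and coordinates; its chromosome 1 is 30427671 bases long, as in TAIR10. The ATAC-seq and ChIP-seq data, and the bmi1abc and lhp1 mutants, were not analysed here beyond the calls in the paper's supplementary files.

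From the FPKM values, log2(FPKM + 1) was computed and tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with default settings). All 12 libraries entered one fit without a block, each mutant was set against WT, and 21227 genes with an FPKM of at least 1 in at least 3 libraries were tested. Genes with a log2 fold change of at least 1 in size and an unadjusted p under 0.05 were called, as in the paper's methods, and adjusted p-values are Benjamini-Hochberg values over the tested genes. Replicate numbers are those of the sample labels, which do not say that equal numbers were grown or sequenced together. On simulated libraries with the WT means and the replicate spread of the 21227 genes, 200 of 200 genes changed by known amounts were recovered, and 25 unchanged genes were called. The changed genes were drawn from those with a mean WT log2(FPKM + 1) above 2. All were moved by more than the threshold of 1, with normal noise. The simulation therefore does not check genes with a low FPKM or changes near the threshold. The rank permutation test was checked on simulated groups, where 40 of 40 shifted pairs and 2 of 40 unshifted pairs passed a p of 0.05.

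Principal component analysis, permutation tests with 100000 resamples, Fisher's exact tests and Wilson intervals were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. All tests were two-sided. Genes below the FPKM minimum counted as unaltered in the shares of marked genes, and the shares among genes that reached it are given beside them. Gene groups and THSs came from the paper's source data and Supplementary Data 1, of which only part was read, so comparisons with the only-H2AK121ub and non-PcG genes cover chromosome 1 up to AT1G54820 and those with THSs cover chromosome 1 up to AT1G30730. Wilson intervals treat genes as independent and cover sampling of genes only.

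The depth of a library was estimated from 8472 genes with 1 exon, 1 transcript and a length above 300 bases. FPKM times length per kilobase gathers at the worth of 1 fragment, and the densest value within a window of 1% on either side was taken, which gave between 14000000 and 21700000 fragments per library. The lower depth of clf28swn7 makes the FPKM of low genes coarser there. Genes named in the text are the BMI1 genes and their best matches, the mutated genes, PLT5, SOC1, AG and LHP1, and for each mutant the 3 genes with the largest positive and the 3 with the largest negative log2 fold change among called genes whose mutant libraries all lie on one side of all WT libraries. Of the called genes, 3194 higher and 2608 lower genes had such a separation in clf28swn7, 2896 and 2625 in emf1-2, and 1516 and 216 in ring1ab, which follows largely from the selection by fold change and p. Of all 21227 tested genes, 77.5% separated in one direction or the other in clf28swn7, 75.4% in emf1-2 and 50.9% in ring1ab, where chance gives 10% with 3 against 3 libraries. Of the ChIP-reChIP genes, PLT5 had a log2 fold change of 5.17 in clf28swn7, 4.45 in emf1-2 and 3.22 in ring1ab, AG had 3.63, 5.66 and 0.037, and SOC1 had -0.70, -0.33 and -0.35. LHP1 stayed between -0.08 and 0.45.

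Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, adjusted p-values, a fit of WT and one mutant alone, eBayes with trend and robust settings, the replicate number as a block, median-of-ratios scaling, rescaling to TPM, and leaving out each replicate in turn, with further choices for the gene groups, the THSs and the principal component analysis. Keeping only listed genes with a consensus THS, keeping only those with a mean WT FPKM of at least 1, and leaving out libraries of the other genotypes from the principal component analysis were added after the data were seen.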

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

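The genes below changed in mutants in which the paper does not report on their transcripts, with every mutant library above every WT library. All tests in this part were chosen after these results had been seen.

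RING1A had a log2 fold change of 5.05 in the libraries labelled ring1ab, from 4.75 ± 0.784 to 188 ± 10.6 FPKM (SD, n = 3), although RING1A is 1 of the genes mutated in this line. With median-of-ratios scaling the change was 5.00, so scaling does not account for it. In clf28swn7 RING1A rose by 1.24, far less, so a loss of PRC2 repression at RING1A would not by itself give the level in ring1ab. The nearest gene on one side, AT5G44270, whose end overlaps that of RING1A on the opposite strand, rose by 2.32 (from 0.00916 to 4.05 FPKM), while the nearest on the other side was listed at 0 in WT and ring1ab. A transcript that starts at or near the mutated site and runs on into AT5G44270 may give such values, and so may fragments of either gene counted for both, and these could not be told apart. The paper calls ring1ab a knockdown mutant.

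EMF1 had a log2 fold change of 2.50 in the libraries labelled emf1-2 and of 2.61 in clf28swn7, against 0.10 in ring1ab. With median-of-ratios scaling the changes were 2.30 and 2.55. The neighbouring ASP3 also rose, by 1.72 in emf1-2 and 1.34 in clf28swn7, while the neighbour on the other side, GulLO3, changed by -1.23 and 0.26, so a change that spans neighbouring genes cannot be excluded. A label of another genotype on the emf1-2 libraries would put them close to that genotype, but the highest correlation of an emf1-2 library with a library of another genotype was 0.895, under the lowest within emf1-2 (0.976). This test covers WT, clf28swn7 and ring1ab only, and a label of a line without libraries among these, such as bmi1abc or lhp1, was not tested. The source data list EMF1 as an only-H3K27me3 gene. A hypothesis that fits the rise in both mutants is that EMF1 may be under PcG repression itself, with a transcript of the mutated gene still made in emf1-2. It cannot be told apart from the neighbouring change.

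AT3G23060, 1 of 2 genes whose best protein match is BMI1A, had a log2 fold change of 2.55 in the libraries labelled ring1ab, from 0.129 ± 0.124 to 5.69 ± 1.25 FPKM (SD, n = 3). It was 2.56 with median-of-ratios scaling, and the nearest genes changed by 0.18 (IAA7) and -0.49 (CFM3A), so neither rose with it. In clf28swn7 AT3G23060 changed by 0.25 (0.13 to 0.37 with 1 library left out), which gives no clear sign of a loss of PRC2 repression. BMI1A itself rose by 1.33 and DRIP1 by 0.52 in ring1ab. One hypothesis is that these genes respond to reduced RING1 activity; it was not tested further, and reads shared among the 3 genes were not examined.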

How the results depend on the processing

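Counts of higher genes stayed within 1.5 times their values in every mutant under all alternatives run, and so did counts of lower genes except those in ring1ab, which went from 219 to 397 with a pseudocount of 0.1. With 1 library left out at a time, higher genes ranged from 3012 to 3346 in clf28swn7, 2725 to 3044 in emf1-2 and 1419 to 1611 in ring1ab, and lower genes from 2572 to 2735, 2579 to 2729 and 222 to 251. In emf1-2, median-of-ratios scaling moved the share of higher genes among those called from 52.5% to 42.0%, rescaling to TPM moved it to 55.5%, and without WT replicate 1 it was 49.96%.

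With the replicate number as a block (replicate block), higher and lower genes numbered 3197 and 2609 in clf28swn7, 2906 and 2634 in emf1-2, and 1518 and 221 in ring1ab. The deviations of same-numbered libraries from their genotype means had a mean correlation of -0.0368, so the numbers do not pair the libraries.

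With a pseudocount of 0.1, the higher share was 22.7% of H2AK121ub/H3K27me3 and 8.69% of only-H3K27me3 genes in clf28swn7 and 18.4% and 8.54% in emf1-2; rescaled to TPM, it was 16.7% of H2AK121ub/H3K27me3 genes in emf1-2. Among listed genes that pass the filter, the shares were 35.9% and 25.7% in clf28swn7 and 26.9% and 26.5% in emf1-2, where the difference of 0.35 percentage points was no longer past p 0.05. This filter also passes genes because they rose in a mutant. Among listed genes with a mean WT FPKM of at least 1, a choice made after seeing the data, the shares were 24.3% and 12.7% in clf28swn7 and 18.9% and 11.4% in emf1-2, and the differences of 11.7 and 7.53 percentage points stayed past p 0.05. Among listed genes with a consensus THS, a choice made after seeing the data that left 278 genes, the shares were 29.0% and 13.0% in clf28swn7 (difference 16.0) and 23.9% and 21.7% in emf1-2 (difference 2.18), neither difference being past p 0.05. Only 23 of these were only-H3K27me3 genes, which limits what this choice can show. With 1 library left out, the difference between the groups ranged from 12.6 to 13.6 percentage points in clf28swn7 and from 7.95 to 8.79 in emf1-2. The shares of THS-gaining genes kept their direction and stayed past p 0.05 under all alternatives run.

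With a mean WT FPKM of at least 1 in every group, only-H2AK121ub genes exceeded only-H3K27me3 genes by 0.59, no longer past p 0.05, and H2AK121ub/H3K27me3 genes lay below only-H3K27me3 genes (-0.44). Against all unmarked genes, active or not, the difference of non-PcG and only-H2AK121ub genes was reversed (-1.84). The WT differences otherwise kept their direction and p.

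As a percent of the distance between clf28swn7 and WT, with genes centred only, emf1-2 lay 86.0 and ring1ab 40.4 from WT, and emf1-2 lay 61.1 from clf28swn7. With the 500 genes of highest variance these were 79.4, 43.8 and 55.2, against 95.1, 30.8 and 77.8 in the main setting. With each of the 12 libraries left out in turn, they ranged from 90.6 to 100.0, 27.6 to 34.9 and 74.9 to 82.0; leaving out libraries other than those of the mutants measured was added after the data were seen, and the causes were not tested.

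Of the BMI1 genes in clf28swn7, DRIP1 changed sign around 0 with median-of-ratios scaling (-0.013) and between -0.032 and 0.099 with 1 library left out. So did BMI1A in emf1-2 (-0.17 with that scaling, -0.045 to 0.086), LHP1 in clf28swn7 (-0.011, and -0.017 to 0.10) and AG in ring1ab (-0.0085 to 0.090 with 1 library left out). Among the other values of single genes, 705 kept their direction and side of the threshold and 1 was weaker.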

Differences from the paper's values

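The paper's shares of expression classes (Fig. 5) are over genes with reduced H3K27me3 and altered accessibility, while those computed here are over all genes of a group, so the pairs below do not have the same genes in the denominator. For H2AK121ub/H3K27me3 genes in clf28swn7, 19.6% were higher and 71.5% unaltered, against the paper's about 29% and about 61% in Fig. 5b, read by eye. This higher share was below the paper's too. It lay just within 1.5 times of it, and outside that under some alternatives, such as median-of-ratios scaling (19.3%). For only-H3K27me3 genes in clf28swn7, 6.32% were higher and 4.38% lower, against the paper's about 15% and about 11% in Fig. 5b, read by eye. None of the alternatives set before the data were examined brought either share within 1.5 times the paper's. Among listed genes that pass the filter, they exceeded it, with 25.7% and 17.8%. Keeping only listed genes with a consensus THS, an alternative chosen after seeing the values, gave 13.0% and 8.70% of 23 genes. Both shares lay within 1.5 times the paper's, but 23 genes are too few to show that this choice accounts for the gaps. Keeping those with a mean WT FPKM of at least 1, also chosen after seeing the data, closed the gap in the higher share (12.7% of 229 genes) but gave 26.6% lower.

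The paper describes BMI1 expression in clf28swn7 as unaltered. BMI1A was higher by 0.41 on the log2 scale with a limma adjusted p of 0.00133 (in 3 of 3 libraries), under the paper's fold change threshold; the p stayed under 0.05 for BMI1A in all alternatives run.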

Other observations

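The tests on root genes, photosynthesis genes and the low or non-coding genes of the marked groups, and the splits of the libraries, were fixed before their results were seen; the scaling tests of the photosynthesis genes and of the emf1-2 calls, the selection of marked genes on their WT FPKM, and those on seed storage genes and on WT replicate 1, were chosen after.

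The paper proposes that whole emf1-2 seedlings hold a higher proportion of root cells than WT. It draws this from the stunted shoot and WT-like root of emf1-2. It adds that genes with increased H3K27me3 there were enriched for photosynthesis, and that these carry the mark in roots. A list of 17 root-expressed genes was compared between the libraries. Their mean log2(FPKM + 1) was 1.98 ± 0.28 (SD, n = 3) in the libraries labelled emf1-2 and 4.25 ± 0.17 in WT, a difference of -2.27 (exact permutation test, p = 0.1, the smallest that 3 against 3 libraries allow), and 14 of the 17 genes were lower in every emf1-2 library than in every WT library. No difference among 10000 random lists of matched expression was as low, but such lists do not allow for genes that change together. With median-of-ratios scaling it was -2.41. In clf28swn7 the mean of the root genes was lower as well (-1.35), so as a set they were not raised by loss of PRC2 either. Of the 17 genes, 15 lay below WT in every clf28swn7 library and 2 above it. These 2 were NRT2:1 (from 0.124 to 6.13 FPKM), listed as an H2AK121ub/H3K27me3 gene, and PYK10 (from 1228 to 2336 FPKM). In emf1-2, PYK10 stayed near its WT level (1268 FPKM) and NRT2:1 was higher than in WT (1.61 FPKM). A list of 16 photosynthesis genes was lower in emf1-2 by -3.11 (-3.31 with median-of-ratios scaling), as a smaller share of green tissue would give, and by -2.90 in clf28swn7. As a set, the listed root genes thus gave no sign of a larger root share in these RNA samples. They may be a poor measure of root cell number if their expression per cell also falls in the mutants, which bulk RNA cannot tell.

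A set of 12 seed storage and oleosin genes differed between the mutants. Their mean log2(FPKM + 1) was 11.1 ± 0.13 (SD, n = 3) in clf28swn7 and 9.87 ± 0.37 in ring1ab, but 4.69 ± 0.83 in the libraries labelled emf1-2 and 0.527 ± 0.38 in WT. They took between 5.66 and 6.34% of all FPKM in clf28swn7, 2.23 to 3.78% in ring1ab and at most 0.163% in emf1-2. All 12 genes showed every clf28swn7 and ring1ab library above every emf1-2 and WT library, so shared reads within 1 family do not account for it, and with median-of-ratios scaling emf1-2 lay below clf28swn7 by -6.49. A hypothesis, found and tested on the same data, is that loss of EMF1 may reactivate the seed programme less than loss of CLF and SWN or of RING1 does. The paper does not report this comparison.

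Only-H3K27me3 genes had a lower share of higher genes than H2AK121ub/H3K27me3 genes. Among genes that reached an FPKM of 1 in 3 libraries the difference was 0.35 percentage points in emf1-2 and 10.21 in clf28swn7. That filter lets genes pass because they rose in a mutant, so it does not isolate low expression. With genes selected on their WT FPKM alone, the difference stayed at 7.53 in emf1-2 and 11.7 in clf28swn7, so genes too low to be called do not account for all of it. Among protein-coding genes alone the difference was 13.5 in clf28swn7 (Fisher's exact test, p = 5.62e-24) and 8.24 in emf1-2 (p = 3.37e-11), so non-coding genes do not account for it. In ring1ab, which Fig. 5 does not show, 13.0% of H2AK121ub/H3K27me3 genes and 3.09% of only-H3K27me3 genes were higher (Fisher's exact p = 7.03e-26). On chromosome 1 up to AT1G54820, only-H2AK121ub genes were higher in 10.9%, 12.2% and 5.11% of cases in clf28swn7, emf1-2 and ring1ab, against 3.23%, 3.11% and 0.565% of unmarked genes. They were also lower more often, in 11.2%, 10.5% and 0.701% of cases against 4.52%, 3.63% and 0.323%. In clf28swn7 and emf1-2 the excess therefore lay in both directions. Part of it goes with genes that stayed too low to be tested, 47.0% of unmarked and 15.9% of only-H2AK121ub genes. Among genes that reached the FPKM minimum, 13.0% against 6.09% were higher in clf28swn7, and 13.3% against 8.52% lower. In emf1-2 these shares were 14.5% against 5.86% and 12.5% against 6.85%. In ring1ab they were 6.07% against 1.07% and 0.833% against 0.609%.

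The paper's source data on expression in bmi1abc at an earlier age were read only in part. The part read holds 1503 genes, with log2 fold changes of at least 3.06 in size, and the shares below cover these genes only. Of the 707 higher there, 70.6% were higher in clf28swn7, 63.5% in ring1ab and 43.4% in emf1-2. Of the 796 lower there, 73.4% were lower in clf28swn7, 65.8% in emf1-2 and 7.29% in ring1ab. These differences between mutants were not tested.

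Chloroplast and mitochondrial genes took 2.53% of all FPKM in WT replicate 1 and 0.298% and 0.217% in the other WT replicates. The 18S ribosomal RNA gene AT3G41768 was also highest there, at 8027 FPKM against 1284 and 1063, and both were high in ring1ab replicate 3 (1.1% and 5046 FPKM). A candidate explanation is more RNA without a poly(A) tail in these libraries. No biological explanation was tested.

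With 3 libraries against 3 there are 10 splits of the 6 libraries, 4 of which part every same-numbered pair as the real one does; the others part 1 pair. For genes called in clf28swn7, emf1-2 and ring1ab, 1 of these 4 splits, the real one, gave as many genes in each case; the most that any other split gave was 16, 85 and 78 genes. With so few splits their share cannot fall under 0.05 whatever the data, so the share says nothing for or against chance. The real splits gave 5808, 5543 and 1739 genes, and 29 genes were called in simulated libraries with no change between the groups, so noise of the size simulated does not account for these numbers. In emf1-2, more genes were higher than lower without scaling and fewer with median-of-ratios scaling (41.95% of called genes higher), which centres the fold changes by design, so which direction prevails is left open.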
